# Asthma reduces glioma formation by T cell decorin-mediated inhibition of microglia

**DOI:** 10.1038/s41467-021-27455-6

**Published:** 2021-12-08

**Authors:** Jit Chatterjee, Shilpa Sanapala, Olivia Cobb, Alice Bewley, Andrea K. Goldstein, Elizabeth Cordell, Xia Ge, Joel R. Garbow, Michael J. Holtzman, David H. Gutmann

**Keywords:** Paediatric cancer, CNS cancer, Immunosurveillance

## Abstract

To elucidate the mechanisms underlying the reduced incidence of brain tumors in children with Neurofibromatosis type 1 (NF1) and asthma, we leverage *Nf1* optic pathway glioma (*Nf1*^OPG^) mice, human and mouse RNAseq data, and two different experimental asthma models. Following ovalbumin or house dust mite asthma induction at 4–6 weeks of age (WOA), *Nf1*^OPG^ mouse optic nerve volumes and proliferation are decreased at 12 and 24 WOA, indicating no tumor development. This inhibition is accompanied by reduced expression of the microglia-produced optic glioma mitogen, Ccl5. Human and murine T cell transcriptome analyses reveal that inhibition of microglia Ccl5 production results from increased T cell expression of decorin, which blocks Ccl4-mediated microglia Ccl5 expression through reduced microglia NFκB signaling. Decorin or NFκB inhibitor treatment of *Nf1*^OPG^ mice at 4–6 WOA inhibits tumor formation at 12 WOA, thus establishing a potential mechanistic etiology for the attenuated glioma incidence observed in children with asthma.

## Abstract (web summary)

Clinical studies have suggested a reduced incidence of brain tumors, including optic gliomas, in children with asthma. Here, in a mouse model of Neurofibromatosis type 1 associated low grade optic glioma, the authors show that experimental asthma induction decreases glioma formation and growth, resulting from T cell-dependent inhibition of microglia-mediated tumor support.

## Introduction

Prior case-controlled clinical studies have revealed a reduced incidence of brain tumors in children with T-cell-mediated disorders, including asthma^1–4^. Similarly, in the Neurofibromatosis type 1 (NF1) brain cancer predisposition, we previously reported an inverse association between asthma and optic gliomas, the most common brain tumor in this population of at-risk children^5^. To study this inverse association between asthma and brain tumor incidence in a cancer predisposition syndrome in which atopic conditions reduce glioma incidence, we leveraged a genetically engineered mouse model of NF1-low-grade glioma of the optic pathway. This authenticated preclinical murine model exhibits high tumor penetrance (>95%) and a well-characterized temporal course of glioma progression^6,7^. As such, *Nf1*^flox/mut^; GFAP-Cre (*Nf1*^OPG^) mice develop low-grade gliomas of the optic nerves and chiasm by 12 weeks of age, with accompanying increases in optic nerve volume and proliferation, as well as microglia and T-cell infiltration, beginning after 6 weeks of age^8,9^. Moreover, the tumor-associated microglia express high levels of Ccl5, a growth factor both necessary and sufficient to drive *Nf1*-optic glioma formation and continued growth^10,11^. Germane to the pathobiology of inflammatory disease, infiltrating T cells in the optic nerve produce Ccl4, which in turn stimulates microglia to produce Ccl5 through activation of the NFκB signaling pathway^12^. Moreover, T cell entry and activation are required for *Nf1*-optic glioma growth in mice, and murine optic glioma stem cells do not form tumors in T cell-deficient mice^13^. As such, *Nf1*^OPG^ mice provide a tractable genetic platform to elucidate the molecular and cellular mechanisms responsible for the reduced incidence of brain tumors in children with a T cell-mediated disease like asthma. Herein, we establish a mechanistic link between asthma and gliomagenesis by demonstrating that asthma induces decorin expression in T cells to reduce microglia support of *Nf1* optic glioma growth.

## Results

### Asthma induction inhibits *Nf1*^OPG^ formation

To determine whether experimental asthma induction reduces murine glioma formation and growth in vivo, *Nf1*^OPG^ mice were initially treated with ovalbumin (OVA) or house dust mite (HDM) between 4 and 6 weeks of age and euthanized at 12 weeks of age when optic gliomas are evident in >95% of mice (Fig. 1a). Experimental asthma induction was confirmed by H&E staining of lung tissue, demonstrating infiltration of immune cells in peribronchiolar locations, consistent with submucosal inflammation after OVA or HDM challenge conditions compared to PBS controls (Supplementary Fig. 1a). In addition, there were PAS^+^ airway epithelial cells with morphology consistent with goblet cells, as well as increased serum IgE in OVA-and HDM-treated mice (Supplementary Fig. 1b, c). At 12 weeks of age, the optic nerves of OVA- and HDM-treated *Nf1*^OPG^ mice exhibited reduced volumes (Fig. 1b) and proliferation (%Ki67^+^ cells; Fig. 1c), without changes in microglia (%Iba1^+^ cells, Fig. 1c) or T cell (CD3^+^ cells/nerve) (Fig. 1c) content. Importantly, this decrease in optic nerve volume and proliferation was also observed at 24 weeks (18 weeks after asthma induction) (Fig. 1d–f), demonstrating a durable effect on gliomagenesis.

**Fig. 1:**
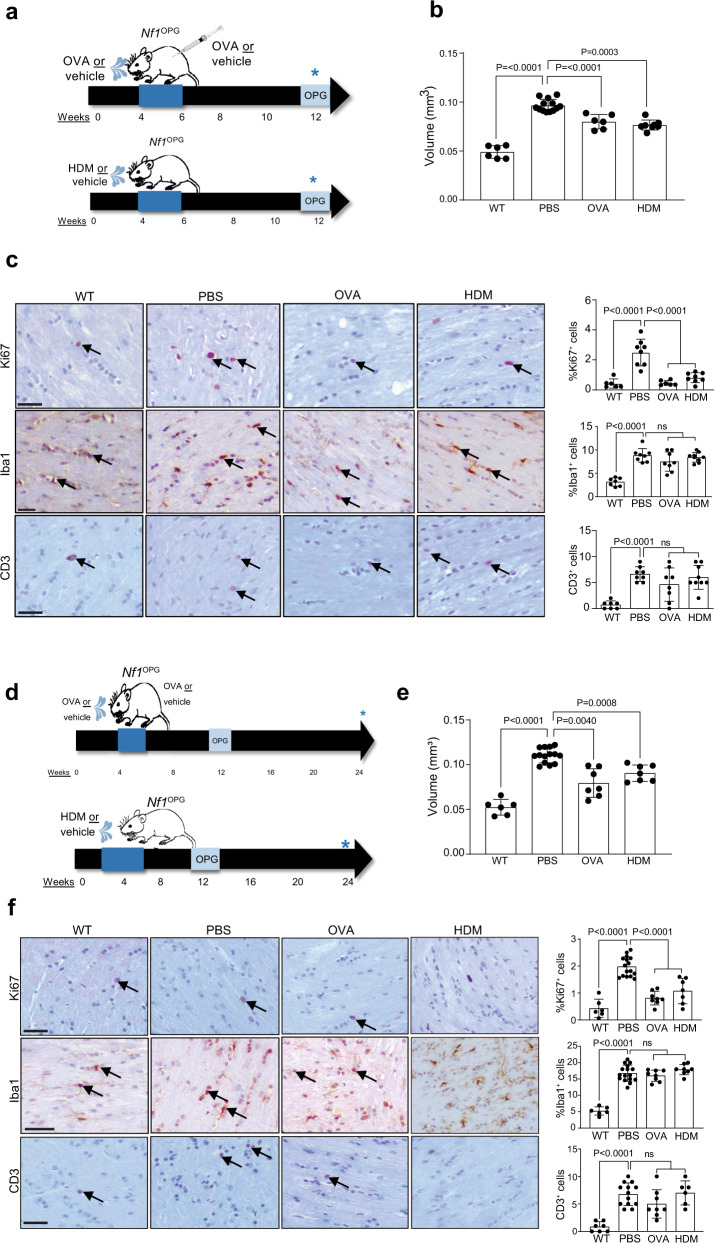
Asthma induction inhibits *Nf1*^OPG^ formation. **a** Schematic representation of the treatments used to induce asthma in *Nf1*^OPG^ mice. *Nf1*^OPG^ mice were treated between 4 and 6 weeks of age with either OVA or HDM, while control *Nf1*^OPG^ mice received PBS only (vehicle). Isolated optic nerves were analyzed at 12 weeks of age. OVA and HDM treatments reduced (**b**) optic nerve volumes (WT, *n* = 6; PBS, *n* = 14; OVA, *n* = 6; HDM, *n* = 8) and (**c**) percentage of proliferating (%Ki67^+^) tumor cells within the optic nerves of *Nf1*^OPG^ mice relative to the vehicle-treated groups (WT, *n* = 6; PBS, *n* = 8; OVA, *n* = 8; HDM, *n* = 9). No difference in microglia (%Iba1^+^ cells) or T cell (CD3^+^ cells) content were observed between OVA- or HDM-treated mice and their respective controls. Reduced optic nerve volumes (**e**) and proliferation (%Ki67^+^ cells; **f**) were also observed at 24 weeks of age after OVA and HDM treatment (**d**) between 4 and 6 weeks of age (WT, *n* = 6; PBS, *n* = 13; OVA, *n* = 8; HDM, *n* = 7). Data are presented as the means ± SEM. **c**, **f** Scale bars, 40 µm. One-way ANOVA with Bonferroni post hoc correction. Exact *P* values are indicated within each panel (ns, not significant). From left to right in each panel: **b** *P* < 0.0001, *P* < 0.0001, *P* < 0.0003; **c** *P* = 0.0001, ns; **e** *P* < 0.0001, *P* = 0.0040, *P* = 0.0008; **f** *P* < 0.0001, *P* < 0.0001, *P* < 0.0001, ns, *P* < 0.0001, ns.

Interestingly, optic nerve volumes and proliferation did not return to wild-type (WT) levels following asthma induction. Since *Nf1*^OPG^ mice, like patients with NF1-OPG, are heterozygous for a germline *Nf1* gene mutation in every non-neoplastic cell in their bodies, we analyzed the optic nerves of mice with a germline *Nf1* mutation (*Nf1*^*+/−*^ mice). These *Nf1*^*+/−*^ mice have increased optic nerve volumes by direct measurements (Supplementary Fig. 2a, b) and increased optic nerve areas by magnetic resonance imaging (Supplementary Fig. 2c), similar to some patients with NF1 (Supplementary Fig. 2d)^14^. In addition, *Nf1*^*+/−*^ mouse optic nerves had increased microglia content (%Iba1^+^ cells; Supplementary Fig. 2e), but no change in proliferation (%Ki67^+^ cells; Supplementary Fig. 2f) or T cell content (CD3^+^ cells; Supplementary Fig. 2g) relative to WT mice, thus providing a clear separation of mice with optic gliomas (Supplementary Fig. 2h, i). In this regard, OVA- and HDM-mediated asthma induction reduces optic nerve volumes and proliferation to levels comparable to *Nf1*^*+/−*^ mice (Supplementary Fig. 2j, k), thus establishing that asthma blocks optic glioma formation.

### Asthma reduces *Nf1*^OPG^ Ccl5, but not Ccl4, levels

Prior studies using *Nf1*^OPG^ mice revealed that optic glioma progression and maintenance requires T cells and microglia. In this manner, T cells are activated by *Nf1*-mutant neurons through the production of Ccl4 that stimulates microglia to produce Ccl5 (Supplementary Fig. 3a), the critical growth factor required for *Nf1*-optic glioma formation and continued growth^10–12^. To establish where T cells are activated to express Ccl4, we analyzed *Ccl4* RNA expression in the blood, optic nerves, and draining cervical lymph nodes of *Nf1*^OPG^ mice (Fig. 2a, b). Consistent with our previous findings that *Nf1*^*+/−*^ neurons (retinal ganglion cells) stimulate T cells to produce Ccl4, the highest levels of Ccl4 were observed in the optic nerves (Fig. 2b).

**Fig. 2:**
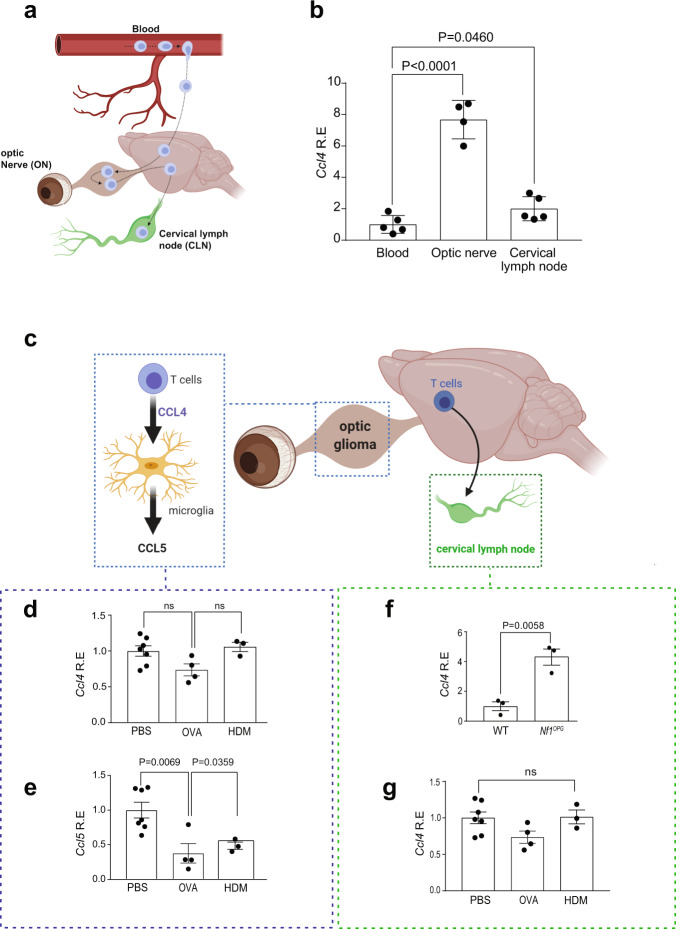
Asthma reduces *Nf1*^OPG^ Ccl5, but not Ccl4, levels. **a** Schematic representation of the journey of T cells from the periphery (blood) into the optic nerve and draining through the cervical lymph node. **b** Increased *Ccl4* mRNA expression was observed in optic nerves (*n* = 4) of *Nf1*^OPG^ mice relative to blood (*n* = 5) and draining cervical lymph nodes (*n* = 5). One-way ANOVA with Bonferroni post hoc correction. **c** Schematic representation of the interactions between T cells and microglia in the optic nerve and draining cervical lymph node. **d** No change in *Ccl4* mRNA expression was found in the optic nerves of *Nf1*^OPG^ mice treated with OVA (*n* = 4) or HDM (*n* = 3) relative to vehicle-treated (*n* = 7) mice. One-way ANOVA with Bonferroni post hoc correction. **e** Decreased optic nerve *Ccl5* mRNA expression was observed in both OVA- (*n* = 4) and HDM- (*n* = 3) treated mice relative to PBS-treated controls (*n* = 7). One-way ANOVA with Bonferroni post hoc correction. **f** While *Ccl4* gene expression was increased in the cervical lymph nodes of *Nf1*^OPG^ mice relative to controls (WT, *n* = 3; *Nf1*^OPG^, *n* = 3), Two-tailed Student’s *t* test. (**g**) No change in cervical lymph node *Ccl4* mRNA expression was observed between OVA- or HDM-treated mice (OVA, *n* = 4; HDM, *n* = 3) relative to controls (*n* = 7). One-way ANOVA with Bonferroni post hoc correction. Data are presented as the means ± SEM. Exact *P* values are indicated within each panel (ns, not significant). From left to right in each panel: **b** *P* < 0.0001, *P* = 0.0460; **d** ns, ns; **e** *P* = 0.0069, *P* = 0.0359; **f** *P* = 0.0058; **g** ns.

Next, to determine whether experimental asthma attenuates the increase in Ccl4 and Ccl5 expression observed in the optic nerves of *Nf1*^OPG^ mice at 12 (Fig. 2c and Supplementary Fig. 3b, c) and 24 (Supplementary Fig. 3d, e) weeks of age, quantitative real-time PCR was performed. No change in *Ccl4* expression at either 12 (Fig. 2d) or 24 (Supplementary Fig. 3f) weeks of age were observed, indicating that OVA and HDM treatment does not affect T cell Ccl4 production. In striking contrast, *Ccl5* expression was reduced in the optic nerves of *Nf1*^OPG^ mice following OVA and HDM treatment at 12 (Fig. 2e) and 24 (Supplementary Fig. 3g) weeks of age. As expected, Ccl4 levels were increased in the draining cervical lymph nodes of *Nf1*^OPG^ mice relative to WT controls (Fig. 2f); however, Ccl4 expression was unchanged following OVA and HDM exposure (Fig. 2g). Importantly, OVA or HDM treatment does not induce a switch between conventional microglia phenotypes (M1 and M2) (Supplementary Fig. 3h–l). The findings reveal that experimental asthma induction impairs microglia Ccl5 support of optic glioma formation and growth without altering T-cell Ccl4 expression.

### Asthma reduces T cell induction of Ccl5 in microglia

T cell Ccl4 production in *Nf1*^OPG^ mice results from either T cell activation (Supplementary Fig. 4a, b) or *Nf1*-mutant neuron production of the pleiotrophin family member, midkine (Mdk), in the setting of *Nf1*-OPG (Fig. 3a)^12^. Consistent with unchanged T cell Ccl4 levels following experimental asthma induction, *Mdk* levels were similar in OVA- and HDM-treated *Nf1*^OPG^ mice relative to controls (Fig. 3b), and Mdk does not induce Ccl5 production in microglia (Supplementary Fig. 4c). In addition, naive T cells from PBS-treated (controls) and OVA-treated *Nf1*^OPG^ mice responded similarly to Mdk stimulation, producing equivalent levels of Ccl4 (Fig. 3c).

**Fig. 3:**
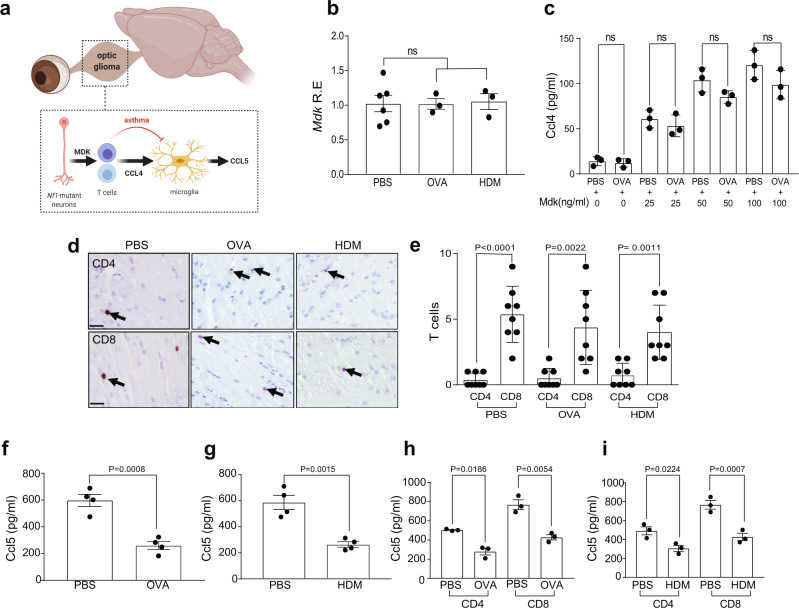
Asthma reduces T cell induction of Ccl5 in microglia. **a** Schematic representation of the mouse *Nf1*^OPG^ neuron-immune-cancer cell axis in the setting of asthma. **b** No difference in optic nerve *Mdk* RNA expression was observed between OVA- (*n* = 3) or HDM- (*n* = 3) treated mice and controls (*n* = 6). Bar graphs represent the means ± SEM of independent biological samples. One-way ANOVA with Bonferroni post hoc correction. **c** Ccl4 levels are similarly induced with increasing midkine concentrations (0–100 ng/ml) in CD3^+^ T cells from OVA- and PBS-treated mice. Data are presented as the means ± SEM of *n* = 3 independent biological samples. One-way ANOVA with Bonferroni post hoc correction. Data are presented as the means ± SEM. **d**, **e** Similarly increased CD8^+^, relative to CD4^+^, T cell content was detected in the optic nerves of *Nf1*^OPG^ mice treated with PBS (*n* = 8), OVA (*n* = 8) or HDM (*n* = 8). One-way ANOVA with Bonferroni post hoc correction. Activated T cell medium from (**f**) OVA- (*n* = 4) and **g** HDM- (*n* = 4) treated mice induced lower levels of microglial Ccl5 relative to PBS-treated *Nf1*^OPG^ mice. Two-tailed Student’s *t* test. Similar reductions of Ccl5 expression were observed in CD4^+^ and CD8^+^ T cells from (**h**) OVA- (*n* = 3) and (**i**) HDM- (*n* = 3) treated mice relative to PBS-treated controls (*n* = 3). One-way ANOVA with Bonferroni post hoc correction. Data are presented as the means ± SEM. **d** Scale bars, 40 µm. From left to right in each panel: **b** ns; **c** ns; ns; ns; ns; **e** *P* < 0.0001, *P* = 0.0022, *P* = 0.0011; **f** *P* = 0.0008; **g** *P* = 0.0015; **h** *P* = 0.0186, *P* = 0.0054; **i** *P* = 0.0224, *P* = 0.0007.

Since there were no changes in MDK expression, we then sought to determine whether the impaired microglia Ccl5 production resulted from other potential changes in the immune microenvironment of *Nf1*-optic gliomas. First, it is conceivable that experimental asthma induction alters T cell population infiltration into the optic nerves. Previously, we demonstrated that CD8^+^ T cells predominate in *Nf1*-optic gliomas (Supplementary Fig. 4d)^12^, which was unaffected in *Nf1*^OPG^ mice following either OVA or HDM treatment (Fig. 3d, e). In addition, no Foxp3^+^ cells (Tregs) were observed in optic gliomas from *Nf1*-OPG mice treated with PBS, HDM, or OVA (Supplementary Fig. 4e). Second, it is possible that known suppressors of microglia function, like TGFβ^15^, or other inflammatory mediators^16–18^ induced by asthma could be responsible. Treatment of microglia with either TGFβ alone or in combination with Ccl4 had no effect on Ccl5 expression (Supplementary Fig. 4f). While IL-3, but not IL-4 or IL-5, was induced in T cells following OVA treatment (Supplementary Fig. 4g–i), IL-3 treatment had no effect on either T cell Ccl4 or microglia Ccl5 expression (Supplementary Fig. 4j, k). Third, asthma induction could increase peripheral macrophage infiltration; however, no change in Tmem119^+^ cell (microglia) content was observed following OVA or HDM treatment (Supplementary Fig. 4l). Moreover, splenic macrophages fail to induce Ccl5 expression following Ccl4 treatment (Supplementary Fig. 4m). Similarly, OVA and HDM treatments had no effect on other functions of microglia, such as phagocytosis and viability (Supplementary Fig. 4n, o).

To test whether T cells from *Nf1*^OPG^ mice exposed to OVA or HDM could induce Ccl5 expression in microglia, we incubated naive microglia with antibody-mediated activated T cell-conditioned medium (TCM) from OVA- or HDM-treated *Nf1*^OPG^ mice. Consistent with the whole tissue results demonstrating reduced Ccl5 expression in the optic nerves of *Nf1*^OPG^ mice following OVA or HDM treatment, CD3^+^ TCM from both OVA (Fig. 3f) and HDM (Fig. 3g) mice reduced microglia Ccl5 expression. Moreover, this TCM attenuation of Ccl5 was observed in both CD4^+^ and CD8^+^ T cell populations following experimental asthma induction in *Nf1*^OPG^ mice (Fig. 3h, i).

### Asthma induces T cell decorin expression to inhibit microglia Ccl5 production

Since T cell Ccl4 levels were not reduced by experimental asthma induction, we hypothesized that OVA- and HDM-treated *Nf1*^OPG^ mouse T cells might produce an inhibitor of microglia Ccl5 production. To identify this inhibitor, we performed bulk RNA sequencing on isolated spleen CD3^+^ T cells from *Nf1*^OPG^ mice treated with PBS (control) or OVA (asthma induction) (Fig. 4a and Supplementary Fig. 5a, b). 

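The values analysed here are normalized counts of 20617 genes in spleen CD3+ T cells of 5 PBS-treated and 5 OVA-treated Nf1OPG mice. Each replicate has 1 library and was taken as 1 mouse, and the paper does not state whether mice were pooled. OVA is ovalbumin, the egg protein with which the mice were sensitized and challenged, and PBS is the saline control. The authors aligned the reads with STAR to the Ensembl assembly, counted them per gene and divided the counts of each library by a median-ratio size factor. In every library at least 99.9% of the values lay within 0.1 of a whole multiple of a single step, which is the value of 1 read, and reads were recovered by dividing by this step. A read was worth between 0.626 normalized counts in OVA replicate 7 and 2.77 in PBS replicate 3. Between 6835696 and 23130017 reads were recovered per PBS mouse (median 20932001), the fewest in PBS replicate 3, and between 14711683 and 29915782 per OVA mouse (median 21699538). A gene with at most 3 reads in a library was taken to be at the floor of detection. This floor is 8.31 normalized counts in PBS replicate 3 and between 1.88 and 3.60 in the other libraries, and it covers counting error only. The groups were compared with limma on log2(normalized counts + 1), with a trend of the variance with the mean and Benjamini-Hochberg adjustment, over the 20249 genes with a mean of at least 1 normalized count. The gene names of the table, which stand in alphabetical order, appeared not to keep step with the values. This was estimated with an alignment, which matched the mean of each row over all 10 mice with the annotation of each name (biotype, span, transcripts, exons and class of name) and used no treatment groups. It placed the values of the first 481 rows on their own names, and those further down on names up to 25 rows away. The model let the distance change by only 1 row at a time, up or down. The distance grew at every change, except that it fell back from 6 to 5 rows after rows 3423 to 3448, which were placed with a mean probability of 0.509. The most probable distance had a probability above 0.9 in 91.1% of the rows. In a simulated table of 20571 rows in which 20 names had lost their values, 98.3% of the rows were placed exactly. This table was built from the realigned pairs themselves, so that the percentage shows self-consistency and not the accuracy of those pairs. The median expression percentile of 8 T cell marker genes was 73.5 with the names as listed and 98.9 with the names realigned. The realignment was chosen after the values were seen, and results for Dcn and the genes of Fig. 4b are therefore given under both sets of names.

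**Figure D1:**
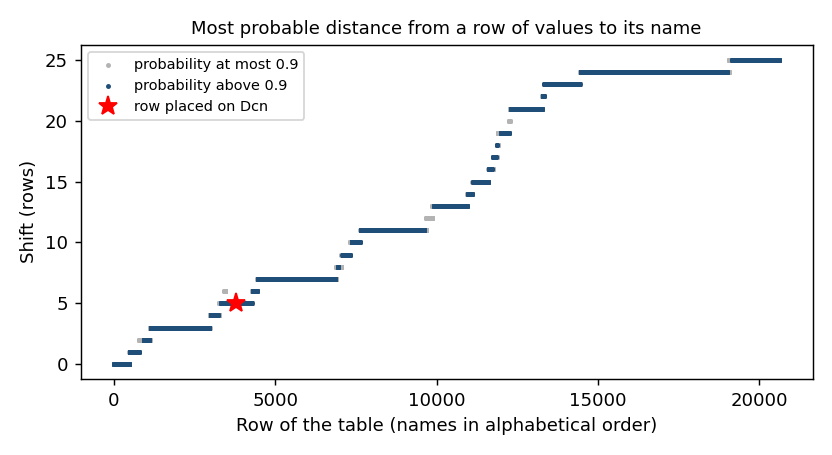
Most probable distance, in rows, between each row of values and its name (vertical axis) along the rows of the table (horizontal axis), with the row placed on Dcn marked by a star. The distance goes from 0 to 25 rows in steps, with 1 fall from 6 to 5 rows, and points in blue have a probability above 0.9.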

Following filtering of differentially expressed transcripts (*P* values ≤ 0.01, false discovery rate ≤ 0.05, and log fold change ≥ 5), only one of the top 20 differentially expressed genes was predicted to be secreted (Fig. 4b). This gene, decorin (*Dcn*), is a member of the small leucine-rich proteoglycans (SLRPs)^19^, originally identified as a collagen-binding protein^20^. 

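With limma over all tested genes, 1978 genes had an unadjusted p-value under 0.05 and 1 had an adjusted p-value under 0.05. This gene also passed the filter of the paper with the fold change of 5 read on the linear scale. In limma 0 genes passed with a log2 fold change of 5. The gene that passed is listed as Gm3667, was placed on Gm36933 by the realignment (probability 0.996) and is not in Fig. 4b. Its normalized counts were 33.5 ± 15.1 (SD, n = 5) in PBS mice and 183.8 ± 60.7 (SD, n = 5) in OVA mice, a log2 fold change of 2.45 (SE 0.32, limma adjusted p = 0.0385). DESeq2 on the recovered reads of all mice gave 173 genes with an adjusted p-value under 0.05, 113 higher and 60 lower in OVA mice, and 35 past the filter. The setting that moved both counts most was DESeq2 without PBS replicate 5, chosen after the values were seen, with 391 and 94 genes. The row listed as Dcn held 3.26 ± 1.82 normalized counts (SD) in PBS mice and 3.95 ± 1.52 (SD) in OVA mice, a difference smaller than the spread between mice. Its log2 fold change was 0.27 (SE 0.50, limma adjusted p = 0.89; exact two-sided permutation test, p = 0.468). The row realigned to Dcn, which is listed as Dclk1, held 0.554 ± 1.24 normalized counts (SD) in PBS mice and 20.4 ± 10.7 (SD) in OVA mice. It had 1 read in all PBS libraries together and 135 in the OVA libraries. Since every PBS library was at or under 3 reads, the OVA mean was at least 5.20-fold higher. The log2 fold change was 3.85 (SE 0.59, limma adjusted p = 0.11), and every OVA mouse lay above every PBS mouse (exact two-sided permutation test, p = 0.00794, the smallest that 5 mice against 5 allow). The paper selected Dcn from these same mice, so that this p is no independent test of it. The groups did not overlap for 360 of the 20249 genes tested. DESeq2 gave the row realigned to Dcn a log2 fold change of 6.00 (SE 1.11, adjusted p = 0.000187). With a score of stromal marker genes in the limma model, the log2 fold change of the row was 1.94 (SE 1.39, adjusted p = 0.949). This score separated the groups completely, with at most 2.91 in PBS mice and at least 3.46 in OVA mice, so that the model could hardly tell it from the treatment. With a sex-linked covariate in the model the log2 fold change was 3.36 (SE 0.96, limma adjusted p = 0.393). Among the top 20 genes left by its filter, the paper reports Dcn as the only one with a predicted secreted product. It takes Dcn forward as the inhibitor made by T cells. Predictions of secretion were not analysed here.

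**Figure D2:**
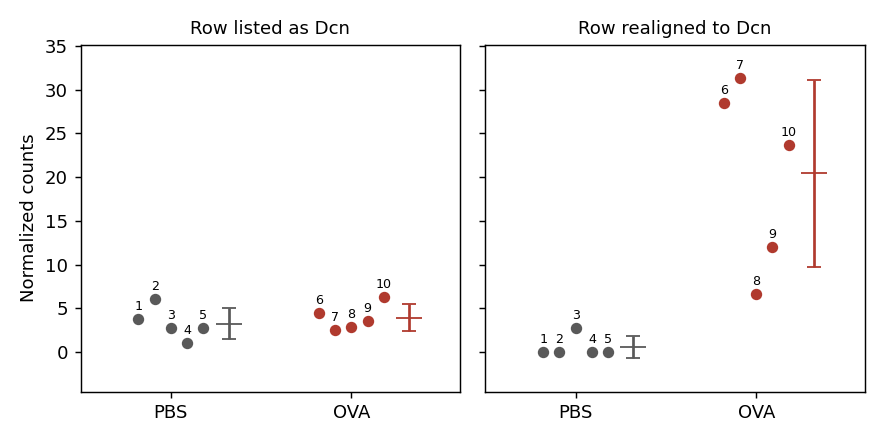
Normalized counts of each mouse (points, labelled by replicate) with the mean and SD of each group (bars), for the row listed as Dcn and the row realigned to Dcn. In the row listed as Dcn the groups overlap, and in the realigned row the 5 OVA mice lie above the 5 PBS mice.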

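Dcn is a protein-coding gene on the plus strand of mouse chromosome 10, from 97479609 to 97518143 of GRCm38. The realignment placed its values 5 rows above its name with a probability of 0.997. In the OVA libraries 38, 50, 7, 10 and 30 reads were recovered for replicates 6 to 10, so that the change rests on few reads. Across all genes with names realigned, the expression percentile of Dcn in these T cells was 21.5. The SLRP family was taken as 18 genes, of which Dcn and 6 others were analysed here. The limma adjusted p-values of these 6 genes lay between 0.589 and 0.988 with the names realigned. Realigned Podnl1 had 437 ± 232 normalized counts (SD) in PBS mice and 290.4 ± 132 (SD) in OVA mice. Realigned Chad, placed with a probability of 0.667, had 167 ± 93.1 (SD) and 106 ± 31.2 (SD). Both differences were smaller than the SD of the PBS mice and larger than that of the OVA mice.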

Importantly, loss of decorin attenuates asthma in mice^21^, and OVA treatment of *Dcn*-deficient mice results in diminished lung pathology relative to WT mice^22^.

**Fig. 4:**
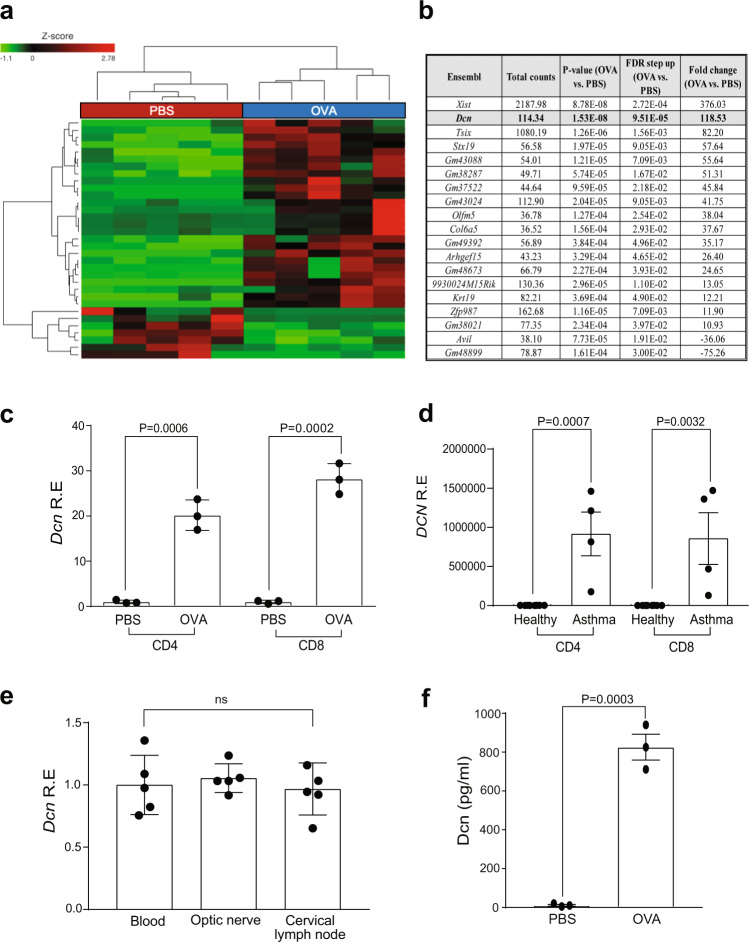
Asthma-induced T cell decorin inhibits microglia Ccl5 level. **a** Heatmap showing differential gene expression in CD3^+^ T cells from PBS- versus OVA-treated *Nf1*^OPG^ mice (*n* = 5). **b** Top transcripts increased in T cells from OVA-, relative to PBS-treated, *Nf1*^OPG^ mice calculated with DESeq2 were filtered for only those genes with *P* values ≤ 0.01, false discovery rates ≤ 0.05, and log fold changes greater or equal to ±5. *P* values, false discovery rate (FDR), and fold changes are shown in a tabular form. **c** Increased *Dcn* gene expression was detected in both splenic CD4^+^ and CD8^+^ T cells from OVA-treated *Nf1*^OPG^ mice relative to PBS-treated controls. Data are presented as the means ± SEM of *n* = 3 independent biological samples. **d** *DCN* RNA expression was increased in CD4^+^ and CD8^+^ T cells from patients with non-steroid-dependent asthma (*n* = 4) relative to healthy controls (*n* = 6; GSE31773). Two-tailed Student’s *t* test. Exact p values are indicated within each panel. **e** Similar levels of *Dcn* mRNA expression were observed in T cells from the blood (*n* = 5), optic nerves (*n* = 5), and cervical lymph nodes (*n* = 5) in *Nf1*^OPG^ mice treated with OVA. Data are presented as the means ± SEM of *n* = 5 independent biological samples. One-way ANOVA with Bonferroni post hoc correction. **f** Increased Dcn levels were detected in CD3^+^ T cell-conditioned medium (TCM) from OVA-treated *Nf1*^OPG^ mice relative to PBS-treated controls by ELISA. Two-tailed Student’s *t* test. Exact *P* values are indicated within the panel. Data are presented as the means ± SEM of *n* = 3 independent biological samples. From left to right in each panel: **c** *P* = 0.0006, *P* = 0.0002; **d** *P* = 0.0007, *P* = 0.0032; **e** ns; **f** *P* = 0.0003.

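With the names as listed, 17 of the 19 genes of Fig. 4b had a mean above the minimum for testing. Of these, 0 had a limma adjusted p-value under 0.05 over all genes, 1 had one over the list alone, and 4 had an unadjusted p-value under 0.05. The direction was that of the figure for 11 genes. With the names realigned, all 19 genes were tested and had the direction of the figure, 0 had an adjusted p-value under 0.05 over all genes, and 17 had one over the list alone. Because the list is the paper's own selection from these mice, the count over the list alone shows no stability. DESeq2 on the recovered reads of all mice gave 13 realigned genes of the figure an adjusted p-value under 0.05. A DESeq2 fit without each mouse in turn, chosen after the values were seen, gave between 5 and 11 of them, except without PBS replicate 3. In that fit all 19 had an adjusted p-value under 0.05 and passed the filter with a linear fold change of 5. The legend writes a log fold change of 5. On the log2 scale Arhgef15 (4.72), Gm48673 (4.62), 9930024M15Rik (3.71), Krt19 (3.61), Zfp987 (3.57) and Gm38021 (3.45) lay under 5. The values of single genes in the rest of this paragraph are with the names realigned. Realigned Xist had 0.861 ± 1.92 normalized counts (SD) in PBS mice and 389 ± 243 (SD) in OVA mice, a log2 fold change of 7.07 (SE 1.12). OVA replicate 9 had 3.60 normalized counts of Xist, within the range of the PBS mice. Tsix, which lies on the opposite strand of X from 103431517 to 103484957 and spans Xist, had a log2 fold change of 5.78 (SE 1.03). Of the genes lower in OVA mice, Avil fell from 6.62 ± 4.88 normalized counts (SD) to 0.157 ± 0.352 (SD) and Gm48899 from 20.5 ± 25.2 (SD) to 0.190 ± 0.424 (SD). Gm38287 and Gm49392 had their highest values of the 10 mice in PBS replicate 3, 30.5 and 38.8 normalized counts, and the difference between the groups was within the spread between mice for both. The groups of Col6a5 did not overlap, but its row was placed with a probability of 0.776, the lowest of the 19 genes.

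**Figure D3:**
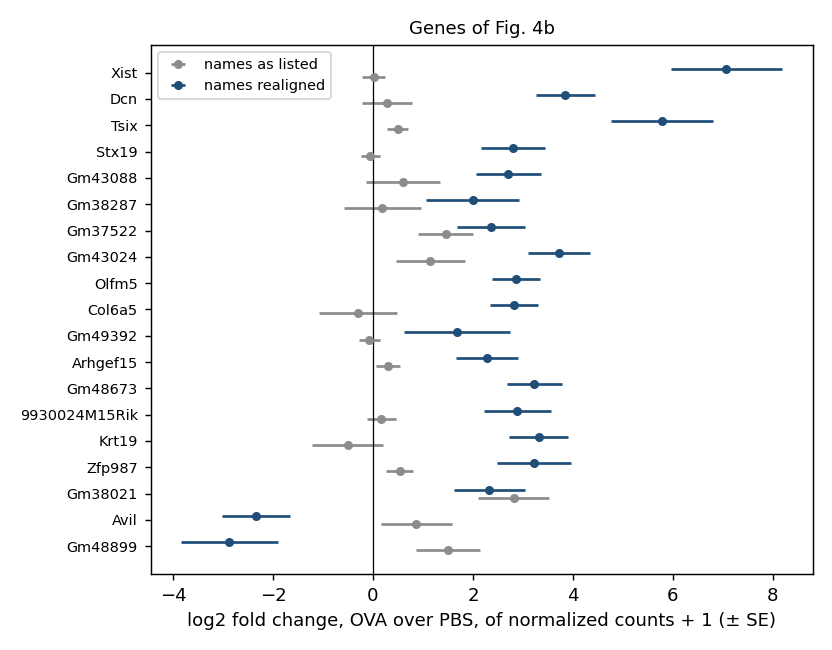
Log2 fold change of OVA over PBS mice (horizontal axis) with its SE for the genes of Fig. 4b, with the names as listed (grey) and realigned (blue). With the names realigned, Xist has the largest change, 7.07, and Avil and Gm48899 are the genes below 0.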

As predicted by the RNA sequencing results, *Dcn* RNA expression was increased in CD3^+^ T cells from the spleen (Supplementary Fig. 5c–e), cervical lymph nodes (Supplementary Fig. 5f–h), and optic nerve (Supplementary Fig. 5i–k) of OVA- and HDM-treated *Nf1*^OPG^ mice. Consistent with the ability of both CD4^+^ and CD8^+^ TCM to suppress microglia Ccl5 expression, both CD4^+^ and CD8^+^ splenic T cells from OVA-treated *Nf1*^OPG^ mice exhibited elevated *Dcn* levels relative to control PBS-treated mice (Fig. 4c). Relevant to the human condition, *DCN* expression was also increased in CD4^+^ and CD8^+^ T cells from patients with non-steroid-dependent asthma relative to healthy controls (GSE31773; Fig. 4d).

With similar levels of decorin (*Dcn*) RNA expression in the blood, optic nerves, and draining cervical lymph nodes of *Nf1*^OPG^ mice (Fig. 4e), we next wanted to determine whether decorin could directly suppress microglia Ccl5 production. Decorin protein levels were measured in the T cell-conditioned medium (TCM) from OVA-treated *Nf1*^OPG^ mouse CD3^+^ T cells relative to their PBS-treated counterparts (Fig. 4f).

Using the concentration (800 pg/ml) of decorin detected in OVA-treated *Nf1*^OPG^ mouse CD3^+^ TCM, we found that microglia Ccl5 production was reduced to 400 pg/ml (40% decrease; Fig. 5a)—levels previously shown not to increase *Nf1* mouse optic glioma stem cell growth in vitro^12^. To further explore the direct effect of decorin on microglia Ccl5 production, we quantified Ccl5 expression in primary microglia in response to Ccl4 exposure over a range of decorin concentrations in vitro (Fig. 5b). In contrast, other members of the SLRP family, specifically biglycan (*Bgn*), were not induced in OVA-treated *Nf1*^OPG^ mice relative to PBS controls (Supplementary Fig. 6a), and biglycan did not reduce microglia Ccl5 production (Supplementary Fig. 6b). Taken together, these results demonstrate that T cells from *Nf1*^OPG^ mice treated with HDM or OVA produce decorin, which impairs the ability of T cells to stimulate microglia, thus interfering with a tumor supportive microenvironment for murine *Nf1*-optic glioma formation.

**Fig. 5:**
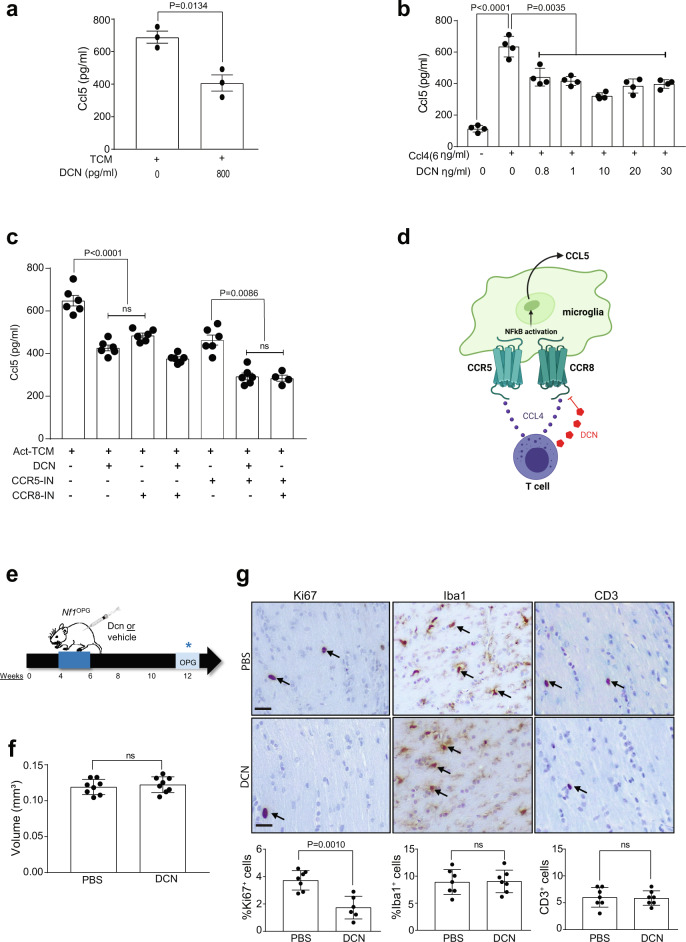
Decorin inhibits *Nf1*-OPG formation. **a** Decorin (800 pg/ml) attenuated activated TCM (act-Tm)-mediated microglia Ccl5 production (*n* = 3). Two-tailed Student’s *t* test. Exact *P* values are indicated within each panel (ns, not significant). **b** Decorin reduces microglia Ccl5 production in response to Ccl4 exposure (6 ng/ml) over a physiologic dose range in vitro (*n* = 4). One-way ANOVA with Bonferroni post hoc correction. Data are presented as the means ± SEM. **c** TCM (activated T cell-conditioned media) induced microglial Ccl5 production was significantly attenuated by decorin. The addition of Dcn with CCR5 has the greatest inhibition similar to the combination of CCR5 and CCR8 inhibitors (*n* = 6). One-way ANOVA with Bonferroni post hoc correction. Data are presented as the means ± SEM. **d** Schematic representation of decorin binding to the CCR8 receptor on microglia, culminating is reduced microglial Ccl5 production by inhibiting NFκB activation. **e** Schematic representation of decorin treatment of *Nf1*^OPG^ mice. *Nf1*^OPG^ mice were treated between 4 and 6 weeks of age with decorin, while control *Nf1*^OPG^ mice received PBS only. Isolated optic nerves were analyzed at 12 weeks of age. **f** Decorin treatment has no change on optic nerve volume, but (**g**) decreased proliferation (%Ki67^+^ cells) of *Nf1*^OPG^ mice relative to the vehicle-treated *Nf1*^OPG^ controls (PBS, *n* = 8, Decorin, *n* = 8). No difference in microglia (%Iba1^+^ cells) or T cell (CD3^+^ cells) content was observed between decorin-treated mice and their respective controls. Two-tailed Student’s *t* test (ns, not significant). **g** Scale bars, 40 µm. From left to right in each panel: **a** *P* = 0.0134, **b** *P* < 0.0001, *P* = 0.0035; **c** *P* < 0.0001, ns, *P* = 0.0086, ns; **f** ns; **g** *P* = 0.0010, ns, ns.

Since the receptors for Ccl4 (Ccr5 and Ccr8) are both expressed in microglia, we sought to determine which receptor might be responsible for decorin-mediated suppression of Ccl4 induction of microglia Ccl5. While decorin (DCN) treatment reduced microglia Ccl5 production, the addition of a Ccr8 inhibitor (MCV) had no further effect in suppressing microglia Ccl5 production. In contrast, the addition of a Ccr5 inhibitor (AZ058) further reduced activated T cell media-induced microglia Ccl5 levels (Fig. 5c). Based on these results, we conclude that decorin binds to the Ccr8 receptor to reduce microglia Ccl5 production (Fig. 5d).

To demonstrate that decorin is *sufficient* to block optic glioma formation, *Nf1*^OPG^ mice were treated with decorin (1 mg/ml) from 4 to 6 weeks of age, and then analyzed at 12 weeks of age (Fig. 5e). As observed in the experimental models of asthma (OVA and HDM induction) where decorin expression was induced in T cells, decorin treatment of *Nf1*^OPG^ mice reduced tumor proliferation (%Ki67^+^ cells), with no change in optic nerve volumes, microglia (Iba1^+^ cells), or T cells (CD3^+^ cells) in vivo (Fig. 5f, g).

### Decorin inhibits microglia Ccl5 production through NFκB inhibition

Since T cell Ccl4 induction of microglia Ccl5 production is controlled by NFkB activation in microglia^12^, we measured NFκB activation (IκBα^Serine32^ phosphorylation) in the optic nerves of *Nf1*^OPG^ mice relative to their WT counterparts. While NFκB activation was higher in *Nf1*^OPG^ mouse optic nerves compared to WT controls (Fig. 6a), optic nerves from OVA-treated *Nf1*^OPG^ mice had reduced NFκB activation in vivo (Fig. 6b). Consistent with decorin suppression of *Nf1*^OPG^ microglia NFκB activation, the addition of decorin (800 pg/ml) reduced microglia NFκB activation (Fig. 6c), p65-NFκB activation (Ser^536^ phosphorylation; Fig. 6d), and p65-NFκB nuclear location (Fig. 6e, f) following activated T cell-conditioned medium (TCM) exposure in vitro. Similarly, both decorin (Supplementary Fig. 6c) and NFkB inhibition (CAPE; Supplementary Fig. 6d) blocked Ccl4 induction of microglia Ccl5 expression in vitro. In addition, NFkB inhibition has no effect on microglia viability (Supplementary Fig. 6e).

**Fig. 6:**
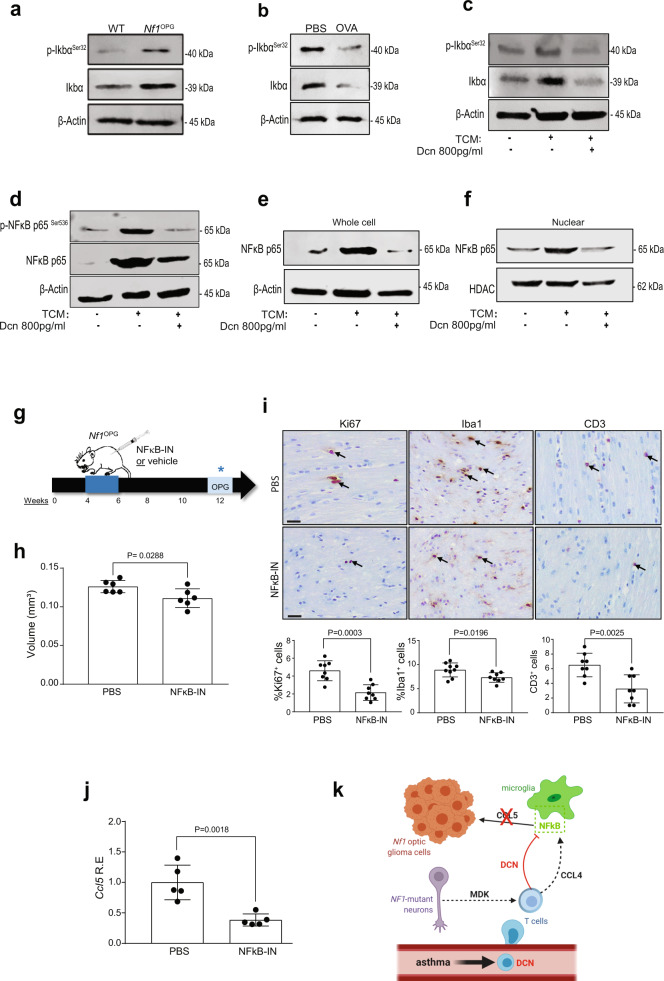
Decorin suppresses *Nf1*-OPG formation through microglia NFkB inhibition. **a** *Nf1*^OPG^ mouse optic nerves (*n* = 3) have increased Iκbα phosphorylation relative to WT mice (*n* = 3). **b** The increased Iκbα phosphorylation in PBS-treated *Nf1*^OPG^ mouse optic nerves (*n* = 3) was reduced by OVA treatment (*n* = 3). **c** Activated TCM (act-Tm) increased Iκbα phosphorylation in microglia, which was reduced following the addition of decorin (800 pg/ml). **d** Decorin (800 pg/ml) blocks the increased p65-NFκB Ser^536^ phosphorylation induced by activated TCM (act-Tm) treatment (*n* = *3*). **e** Decorin (800 pg/ml) blocks the increased total p65-NFκB expression, (**f**) as well as the nuclear localization of p65-NFκB, induced by activated TCM (act-Tm) treatment (*n* = 3). β-actin and HDAC are used as controls for total protein expression and the nuclear fractions, respectively. **g** Schematic representation of the NFκB inhibitor treatment used. *Nf1*^OPG^ mice were treated between 4 and 6 weeks of age with the CAPE NFκB inhibitor (*n* = 8), whereas control *Nf1*^OPG^ mice received PBS only (*n* = 8). Isolated optic nerves were analyzed at 12 weeks of age. **h** NFκB inhibitor treatment reduced optic glioma volume and (**i**) proliferation (%Ki67^+^ cells), as well as microglia (%Iba1^+^ cells) and T-cell (CD3^+^) content within the optic nerves of *Nf1*^OPG^ mice relative to vehicle-treated controls. Two-tailed Student’s *t* test. **j** Reduced *Ccl5* RNA expression was observed in the optic nerves from *Nf1*^OPG^ mice treated with the CAPE NFκB inhibitor (NFκB-IN) (*n* = 5). Two-tailed Student’s *t* test. **k** Proposed model of asthma-induced decorin suppression of the *Nf1*^OPG^ neuron-immune-cancer cell axis. Asthma induces T cell production of decorin, which reduces T cell Ccl4-mediated microglia Ccl5 expression through inhibition of NFκB signaling. Data are presented as the means ± SEM. Exact *P* values are indicated within each panel. **i** Scale bars 40 µm. From left to right in each panel: **h** *P* = 0.0288; **i** *P* = 0.0003, *P* = 0.0196, *P* = 0.0025; **j** *P* = 0.0018.

Lastly, to directly demonstrate that NFκB activation is *necessary* for *Nf1*-optic glioma formation, *Nf1*^OPG^ mice were treated with a commercial NFκB inhibitor (10 mg/kg CAPE) from 4 to 6 weeks of age, and analyzed at 12 weeks of age (Fig. 6g). Similar to both decorin-treated and OVA/HDM-induced *Nf1*^OPG^ mice, NFκB inhibitor (CAPE) treatment blocked tumor formation (optic nerve volumes, Fig. 6h; tumor proliferation, %Ki67^+^ cells, Fig. 6i). To demonstrate that decorin suppresses T-cell-mediated microglia production of CCL5 by inhibiting NFκB activation, we show that NFκB inhibition reduces *Nf1*^OPG^ *Ccl5* expression (Fig. 6j). However, in contrast to the decorin results, NFκB inhibitor treatment also reduced microglia (%Iba1^+^ cells) and T-cell (CD3^+^) content within the optic nerves of *Nf1*^OPG^ mice relative to the vehicle-treated groups (Fig. 6i), likely reflecting the effect of NFκB inhibition on microglia and T cell migration^23,24^.

## Discussion

Collectively, the findings presented in this report suggest a model in which brain cancer risk is modified by alterations in circulating T cell function (Fig. 6k), specifically by interfering with immune cell (T lymphocyte-microglia) communication critical for the establishment of a microenvironment supportive of glioma growth. In this manner, we provide a mechanistic explanation for the reported epidemiological risk association between asthma and a reduced incidence of brain tumors in children with and without NF1^25–27^. Second, while allergen-induced asthma is typically linked to CD4^+^ T cell responses^28^, the majority of the T cells in the murine *Nf1*^OPG^ tumors are CD8^+^ T cells^9,12^. Since CD8^+^ T cells also have complementary roles in asthma and autoimmune conditions^29–31^ and both murine and human CD4^+^ and CD8^+^ T cells both exhibit increased decorin expression in the setting of asthma, future studies will be required to define the individual contributions of each T cell population to the suppression of microglia-mediated optic gliomagenesis. Third, the discovery that decorin, an SLRP critical for experimental asthma induction in mice and elevated in patients with asthma, has an opposing role in glioma biology, raises the intriguing possibility that specific molecules important for causing systemic inflammatory and autoimmune diseases have different effects in the setting of brain cell axis function. In asthma, decorin potentiates IFNγ activity^32,33^, such that decorin-deficient mice have reduced lung tissue inflammation^21^, while in cancer, it has anti-oncogenic properties, including the prevention of metastatic spread and angiogenesis^34–36^. While the mechanism underlying decorin suppression of NFκB activity in response to CCL4 engagement of its cognate G protein-coupled receptor, CCR5^12^ remains to be elucidated, decorin functions in other cell types to block receptor tyrosine kinase (insulin-like growth factor receptor-1, c-MET, and epidermal growth factor receptor) signaling^37–39^. Lastly, the findings described in this report add to a growing literature implicating T lymphocyte in brain function, including learning^40,41^ social behavior^42,43^ and neurodegeneration in the setting of neuronal injury^44,45^. In this manner, it is conceivable that other systemic conditions involving T lymphocytes, such as eczema^26,46,47^, rheumatoid arthritis^48,49^, and diabetes^50,51^, may similarly impact gliomagenesis through overlapping or related mechanisms. Defining the molecular etiologies underlying how these T cell-mediated systemic conditions influence brain function and nervous system disease pathogenesis may also reveal unique immunomodulatory treatment strategies for neurological disorders.

## Methods

### Mice

*Nf1*^flox/mut^; GFAP-Cre (*Nf1*^OPG^) mice (*Nf1*^+*/−*^ mice with somatic *Nf1* gene inactivation in neuroglial progenitors at E15.5), *Nf1*^+*/*−^ mice (neomycin sequence insertion within exon 31 of the murine *Nf1* gene), and *Nf1*^flox/flox^ mice (controls)^6,12^ were used in accordance with an approved Animal Studies Committee protocol at Washington University in St. Louis. All mice used in these experiments were maintained on a strict C57BL/6 background and were housed in a specific pathogen-free barrier facility with controlled light-dark cycles (12:12 h) and ad libitum access to food and water.

### Experimental mouse asthma models

Two different allergen challenges were used to induce experimental asthma in *Nf1*^OPG^ mice. For the ovalbumin (OVA)-induced asthma model, mice were intraperitoneally injected with 0.5 mL of chicken egg ovalbumin (16 μg/mL) in aluminum hydroxide (2 mg/mL) weekly for two weeks (days −14 and −7), as previously reported^52^. On day 0, mice were anesthetized with an intraperitoneal injection of ketamine (100 mg/kg) and xylazine (10 mg/kg). After a desired level of anesthesia was achieved and verified by loss of the toe pinch reflex, 30 μl of ovalbumin in PBS was administered intranasally. Mice received a total of four intranasal doses of ovalbumin (2 doses, 12 h apart on day 0; 1 dose on day 1; and 1 dose on day 2). For the house dust mite (HDM)-induced asthma model^53,54^, mice were anesthetized as described above and one dose of 1 µg HDM in PBS was given intratracheally (day 0). From days 6 to 10, mice were anesthetized and 40 μl of HDM solution (10 μg/ml) in PBS was administered intranasally. Optic nerve and lungs were harvested at 12, 24 weeks of age. Lungs were analyzed for asthma induction, while optic nerves were used for Iba1, Ki67, CD3, CD4, and CD8 analysis by counting the number of immunoreactive cells by immunohistochemistry.

### Mouse treatments

Four-week-old *Nf1*^OPG^ mice were treated with 10 mg/kg NFκB inhibitor (NFκB-IN; Caffeic acid phenethyl ester, Fisher Scientific, 274310) or 1 mg/ml Decorin (R&D System 1060-DE-100) intraperitoneally every other day for 2 weeks between 4 and 6 weeks of age. Brains and optic nerves were harvested when mice reached 12 weeks of age, and Iba1, Ki67, and CD3-positive cells were analyzed by counting the number of cells showing a positive signal after immunohistochemistry.

### Optic nerve volume analysis

Micro-dissected optic nerves were photographed using Leica DFC 3000 G camera. Measurements were performed using Image-J software beginning at the chiasm (D0) and at 150 (D150), 300 (D300) and 450 µm (D450) anterior to the chiasm to generate optic nerve volume estimates, as previously reported^7^. The volumes for regions 1, 2, and 3 calculated at the three 150 µm high truncated cones were combined using the diameter (D0, D150, D300, and D450) values from each optic nerve measurement. The following equation was used to calculate the total optic nerve volume:

$$V1=\frac{1}{12}\,\pi h({D}_{0}^{2}+{D}_{0}{D}_{150}+{D}_{150}^{2})$$

### Human magnetic resonance imaging

T2-weighted axial magnetic resonance images from patients managed at the St. Louis Children’s Hospital Neurofibromatosis Clinical Program (D.H.G.) were de-identified. The MRI scans were de-identified images from children cared for at the St. Louis Children’s Hospital NF Clinical Program. No IRB consent is required, as the use of anonymized human samples is not considered human subjects research by the Washington University IRB.

### Mouse magnetic resonance imaging

Mice were intraperitoneally injected with 70 mM MnCl_2_ in 100 mM Bicine, pH 7.4 at 140 mg/Kg body weight (10x μL) 16–24 h before imaging. Mice were then subcutaneously injected with 0.5 mL 0.9% saline to minimize magnesium toxicity, and half of the mouse cage was placed on a medium heating pad setting. T1-weighted images (T1W) were collected as previously reported^55^. T1W were collected with 2D spin-echo (SEMS, at 4.7 T): TR/TE, 300 ms/11 ms; matrix size, 128 × 128; FOV, 16 × 16 mm^2^; slice thickness, 0.5 mm; averages, 16 × 2 (10 × 2 min.). In addition, the 3D T1W were collected using a gradient-echo sequence (GE3D): Matrix size, 128 × 128 × 128; FOV, 24 × 24 × 24 mm^3^; TR/TE, 4 ms/2 ms; Flip angle, 12°; averages, 8 (9 min). All image data were zero-padded and applied with a Gaussian filter (Sigma 0.75) before conversion to a NIfTI format for analysis.

### Immunohistochemistry, H&E, and PAS staining

*Nf1*^OPG^ mice were euthanized and transcardially perfused with Ringer’s solution, followed by 4% paraformaldehyde (PFA). Optic nerves and lungs were harvested and processed for paraffin embedding and sectioning in either the Ophthalmology (optic nerves) or Pulmonary Morphology (lungs) core facilities. H&E and PAS staining were performed as previously reported^8,12,52,53^. Serial 4-μm paraffin sections of the optic nerve were immunostained with the antibodies listed in Supplementary Table 1. Development was performed using the Vectastain ABC kit (Vector Laboratories, PK4000), and imaged for quantitation in Zeiss AxioScan-Z1 and Leica ICC50W microscope using LAS EZ software.

### T cell isolation

Mouse spleens were homogenized into single-cell suspensions by digesting in PBS containing 0.1% BSA and 0.6% Na-citrate, washed, and incubated with 120 Kunitz units of DNase I for 15 min following red blood cell lysis (eBioscience, 00433357)^12^. Cells were then filtered through a 30-µm cell strainer to generate a single-cell suspension. CD4^+^ and CD8^+^ T cells were isolated using CD8a (Miltenyi Biotec, 130-104-075) and CD4 (Miltenyi Biotec, 130-117-043) T cell isolation kits, respectively. T cells were maintained at 2.5 × 10^6^ cells/ml in RPMI-1640 medium supplemented with 10% FBS and 1% P/S. T cells were activated using 1.25 µg/ml anti-mouse CD3 (Fisher Scientific, 16-0031-85) and 2 µg/ml anti-mouse CD28 (Fisher Scientific, 16-0281-82) antibody treatment for 2d. Recombinant mouse midkine (R&D Systems, 9760-MD-050) was added, and Ccl4 levels were quantitated by ELISA (R&D Systems, MMB00). Conditioned medium was collected from activated T cells for chemokine assays and microglia co-culture experiments. Cell viability was measured using a commercial WST-1 cell viability assay (Millipore).

### Microglia isolation

Microglia were isolated from mouse brains as previously described^12^. Briefly, mouse brains were perfused with D-PBS (Fisher Scientific, 14287072), and single-cell suspensions were generated using the multi-tissue dissociation kit (Miltenyi-130-110-201), as per the manufacturer’s protocol. The resulting cells were maintained in minimal essential medium supplemented with 1 mM l-glutamine, 1 mM sodium pyruvate, 0.6% d-(+)-glucose, 1 ng/ml GM-CSF, 100 μg/ml P/S, and 10% FBS for 2 weeks. Microglia were separated from astrocytes by shaking (200 g, 5 h, 37 °C) after 2 weeks. In total, 5 × 10^5^ microglia were grown in T cell-conditioned media (TCM) for 48 h^8,9^, followed Ccl5 (R&D Systems, MMR00) and decorin (Abcam, ab155454) determinations by ELISA. Mouse recombinant Decorin protein (R&D Systems, 1060-DE-100), AZ084(CCR8IN; MedChemExpress, CAS No-929300-19-6), Maraviroc (CCR5IN; MedChemExpress, CAS no-376348-65-1) was added to the TCM microglia co-culture, and Ccl5 levels were quantified by ELISA. Mouse recombinant CCL4 (R&D Systems, 451-MB-010/CF), Mouse recombinant Biglycan (R&D Systems, 8128-CM-050), Mouse recombinant TGFβ1 (R&D Systems, 7666-MB-005), Caffeic acid phenethyl ester (NFκB-IN; Fisher Scientific, 274310) was added to the Viability were added to the microglia and Ccl5 levels quantified by ELISA. Viability was determined using WST-1 assay reagent (Abcam, ab155902).

### Phagocytosis assay

Phagocytosis was determined using green fluorescent latex beads (Sigma, L1030-1ML) pre-opsonized in fetal bovine serum (FBS) (1:5 ratio) for 1 h at 37 °C at a ratio of 1:5 before dilution to a final concentration of 0.01% (v/v) and 0.05% (v/v) in DMEM. Purified microglia were plated at a density of 50,000 cells/cm^2^, as previously reported^11^. After 24 h, the cells were incubated with fluorescent latex beads in FBS for 1 h at 37 °C, washed, and then fixed in 4% PFA for 15 min. Microglia were blocked prior to incubation with primary antibody (Iba1,1:200 Wako Chemicals 019-1794, Japan) overnight at 4 °C, washed, and then incubated with secondary antibody for 1 h. Images were acquired on a Leica DFC3000G fluorescent microscope using a ×10 objective with associated Leica Application Suite X software. The number of phagocytic cells with beads relative to the total number of cells was calculated and expressed as a percentage: N_cell with beads_/N_total._

### RNA extraction and real-time qRT-PCR

RNA was isolated from cells and transcardially perfused optic nerves using the NucleoSpin® RNA Plus kit (Takara- 740984.205), as per the manufacturer’s instructions. Total RNA was then reverse transcribed into cDNA using the Applied Biosystems High-Capacity cDNA Reverse Transcription Kit (#4374967), as per the manufacturer’s instructions. Real-time quantitative PCR (qPCR) was performed by TaqMan gene expression (Supplementary Table 2). ΔΔCT values were calculated using *Gapdh* as an internal control.

### RNA sequencing and analysis

RNA from PBS- and OVA-treated spleen CD3^+^ T cells was isolated and sequenced on an Illumina HiSeq platform. Base calls and demultiplexing were performed with Illumina’s bcl2fastq software, and a custom python demultiplexing program with a maximum of one mismatch in the indexing read. The analysis was generated using Partek Flow software, v9.0. RNA-seq reads were aligned to the Ensembl release 99 top-level assembly with STAR v2.6.1d. Gene counts and isoform expression were derived from Ensembl output. Sequencing performance was assessed for the total number of aligned reads, the total number of uniquely aligned reads, and features detected^56^. Normalization size factors were calculated for all gene counts by median ratio. Differential genetic analysis was then performed using DESeq2 to analyze for differences between conditions^57^. Results for OVA samples compared separately with controls were filtered for only those genes with *P* values ≤ 0.01, false discovery rates ≤ 0.05, and log fold changes ≥ 5.

### Human microarray analysis

Raw Affymetrix U133 Plus 2.0 microarray data were obtained from the Gene Expression Omnibus (GSE31773) derived from samples of circulating CD4^+^ and CD8^+^ T cells from non-severe asthma patients (perfect control of their asthma with 0–1000 μg/d inhaled beclomethasone or an equivalent dosage; *n* = 4; donors 1–4) and healthy control (*n* = 5; donors 1, 3, 4, 6, 8) subjects^58^. The analysis was performed using Partek Flow software, v9.0. mRNA was aligned to the Ensembl release 100 top-level assembly with STAR v2.7.3a. Gene counts and isoform expression were derived from Ensembl output. Non-coding RNA data were excluded from further analysis. Normalization size factors were calculated for all gene counts by CPM to adjust for differences in library size. Gene-specific analysis was performed using the lognormal with shrinkage model (limma-trend method) to analyze for differences between disease and cell-type conditions. The GSA (gene-specific analysis) results were filtered for the *DCN* gene. The cut-off used for significance was *P* value ≤ 0.05.

### Western blotting

Total protein was extracted using RIPA buffer and quantified using the Pierce BCA protein assay kit (Fisher scientific, PI23225). Subcellular fractions were isolated following the manufacturer’s protocol (Thermo scientific 78840). In all, 40 µg of total protein lysate was separated in precast SDS-polyacrylamide gels by electrophoresis and transferred onto PVDF membranes, followed by blocking and incubation with the indicated antibody (Supplementary Table 1) overnight. Proteins were detected with IRDye-conjugated secondary antibodies in LI-COR Odyssey Imaging system using Image Studio v5.2.

### Statistical analysis

Data were analyzed using GraphPad Prism software. To determine differences between two groups, two-tailed Student’s *t* test was used whereas multiple comparisons were analyzed by one-way analysis of variance (ANOVA) with Dunnett’s multiple comparisons test. Statistical significance was set at *P* ≤ 0.05. All experiments were independently repeated at least three times.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

## Data Availability

The RNA-seq data were deposited in GEO (Accession number 166551). The Raw Affymetrix U133 Plus 2.0 microarray data used in this study are available in the GEO database under accession code GSE31773. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

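Bulk RNA sequencing of spleen CD3+ T cells from Nf1OPG mice was analysed. For PBS there were 5 mice (replicates 1 to 5) and for OVA 5 mice (replicates 6 to 10), with 1 library per replicate. Each replicate was taken as 1 mouse, and the paper does not state whether mice were pooled. The authors demultiplexed the reads, aligned them with STAR to the Ensembl release 99 assembly, counted genes in Partek Flow and divided the counts by median-ratio size factors. The values deposited by the authors are therefore normalized counts (signal), with 1 size factor per library and without a stated minimum for low genes. The lowest total of recovered reads over a row was 10.

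Within each library the values are whole multiples of a single step, and at least 99.9% of them lay within 0.1 of a whole multiple. Dividing by the step recovered the reads, between 6835696 and 29915782 per library. The median-ratio size factor recomputed from the recovered reads, multiplied by the step, gave 1.00 in every library. A library's value at 3 reads was taken as the floor, and a fold change against a group at or under the floor in every library was given as a lower bound. Floors cover counting error only.

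Gene names were compared with GENCODE release M21 of GRCm38, which holds 97.7% of them. In these, 99.5% had the identical chromosome and start. The distance between each row of values and its name was estimated with a hidden Markov model over distances from -10 to 40 rows, with a chance of change of 0.002 per row and 15 rounds of fitting. It used the annotation of the names and the mean over all mice, but no treatment groups. The distance was first noticed partly by searching for the profiles of genes of Fig. 4b, so that the realigned names were chosen after seeing the data. The alignment was tested on simulated tables built from the realigned pairs of names and values. With 20 names without values, 98.3% of the rows were placed exactly, and with nothing moved the largest distance was 0. Since the same model had chosen these pairs, both tests show self-consistency and not the accuracy of the pairs. All results use the names as listed unless realigned names are stated.

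Genes with a mean of at least 1 normalized count were compared with limma 3.58.1 in R 4.3.3 on log2(normalized counts + 1), with a variance trend and Benjamini-Hochberg adjustment. The paper filters on a p-value of at most 0.01, an adjusted p-value of at most 0.05 and a log fold change of at least 5. Here the 5 was read as a fold change on the linear scale, in either direction. All counts past the filter use this reading unless a log2 fold change of 5 is stated. Single genes and scores of marker lists were compared by exact two-sided permutation of the 252 assignments of the mice. On simulated data with 200 of 20249 genes changed by 3 on the log2 scale, limma recovered 155 with 15 false calls, edgeR 156 with 6 and DESeq2 155 with 13. The simulated counts took their dispersion from the trend alone, without variance particular to a gene and without outlying mice. In the real mice limma gave 1 gene, edgeR 2 and DESeq2 173. The simulation therefore does not show how alike or how sensitive the tests are here.

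The alternatives were pseudocounts of 0.1 and 0.5, quantile normalization, each library at the same total, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, array weights, a sex-linked and a stromal covariate, each mouse left out in turn, no minimum or a minimum mean of 5 or 10, a log2 fold change of 5, and genes outside chromosomes X and Y. Realigned names, DESeq2 with each mouse left out and the SLRP family score without Dcn were added after the data were seen. The number of mouse splits drawn was 100 for limma and 50 for DESeq2. Genes were named by a rule: the genes of Fig. 4b, genes the text names that T cell RNA can bear on, the SLRP family, sex-linked and marker genes, and up to 3 genes with the largest rise and fall past the threshold whose groups do not overlap. No sample and no column of values was left out. Isoform expression, the mapping of the reads and the prediction of secreted products were not analysed here.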

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

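All tests in this part were chosen only after the result was seen, apart from those of the sex of the mice for Xist, Tsix and Dcn and of stromal cells for Dcn. All values are with the names realigned unless stated otherwise.

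In 20 of 90 groups of 5 mice, a mouse lay far from the others, with a gap to its nearest neighbour of more than 0.71 of the whole range. By chance this happens in about 1 of 20 groups, or 4.5 of these. In 11 of the 20 groups the ratio was 1, because 4 mice were at 0 and a single mouse had reads. These were the PBS groups of Xist (PBS replicate 4), of Dcn, Stx19, Gm43088, Gm38287 and Gm37522 (all PBS replicate 3), and of Gm43024, Gm48673 and Krt19, and the OVA groups of Avil and Gm48899. A read in PBS replicate 3, the smallest library, is worth 2.77 normalized counts. PBS replicate 3 also stood apart as the highest PBS mouse for Gm49392 (0.831) and the lowest for Avil (0.739). PBS replicate 2 was the lowest for Ccl5 (0.731), OVA replicate 6 the lowest for Foxp3 (0.715) and the highest for the SLRP family score (0.747). No technical or biological explanation was tested for these groups.

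OVA replicate 9 lay far below the other OVA mice for Xist (0.884), Tsix (0.876) and Zfp987 (0.812), and OVA replicate 10 far below them for the score of 4 Y-linked genes (0.860). OVA replicate 10 had 0 reads of these Y-linked genes and 656 normalized counts of Xist, consistent with a library without a Y chromosome. Depth did not account for the 0, since the library holds 21699538 reads. The sex of the mice was tested as the cause of the Xist and Tsix differences by counting libraries with more than 3 reads of both Xist and the Y-linked genes. There were 4 such libraries: OVA replicates 6, 7 and 8, with 389 to 688 reads of Xist, and PBS replicate 4, with 4 reads. OVA replicate 9 carried Y-linked reads and 3 reads of Xist. With a single mouse per library, a difference in sex would cover OVA replicate 10 but not OVA replicates 6, 7 and 8. It could cover those libraries only if they hold RNA of more than 1 mouse, and to that extent the Xist and Tsix differences cannot be told apart from sex. RNA of more than 1 mouse in a library was therefore tested. In 2 of these OVA libraries the Y-linked score lay within the range of the PBS mice, which does not settle whether they are such a mixture. The difference in Xist was 7.07 on the log2 scale, with 4 of 5 OVA mice above the highest PBS mouse (exact permutation test, p = 0.0159).

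A score of 12 stromal marker genes, which the paper does not discuss, was higher in OVA mice by 1.64 on the log2 scale. All 5 OVA mice lay above the highest PBS mouse (exact permutation test, p = 0.00794, the smallest that 5 mice against 5 allow), but the adjusted p-value over 14 marker lists was 0.111, the lowest that a single list with this smallest p can reach. With the names as listed the difference was 0.20 (exact permutation p = 0.397). With each library at the same total the difference was 1.72 and the exact permutation p again the smallest possible, 0.00794, and with quantile normalization the difference was 1.42, so that neither scaling removed it. OVA replicate 9, in which Xist is as low as in PBS mice, had a stromal score of 3.46 against at most 2.91 in PBS mice, so that a difference in sex does not fully account for it either. Other technical explanations, such as the purity of each preparation, were not tested. A larger share of stromal cells or their RNA in the T cells of OVA mice may be a source of this score, but the score alone does not show it. Of its genes, Serping1 (2.68) and Pdgfrb (1.74) had higher log2 values in OVA mice with groups that did not overlap. In contrast, Col1a1, Col1a2 and Col3a1 were placed with probabilities of only 0.598 to 0.669. Col6a1 (0.747), Col6a2 (0.756) and Igfbp7 (0.864) also had probabilities under 0.9.

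The row listed as Gm3667 and realigned to Gm36933, which the paper does not report, was higher in OVA mice by 2.45 on the log2 scale in 5 of 5 mice. The number of genes with an adjusted p-value under 0.05, which is this 1 gene, was reached by 6 of 100 splits of the mice, the real one included, and the number past the filter by 3 of 100. Its limma adjusted p was 0.0385, and its adjusted p ranged from 5.12e-09 with DESeq2 to 0.949 with the stromal covariate over the alternatives run for this gene. No technical or biological explanation was tested for this gene.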

How the results depend on the processing

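The alternatives named here were set before the data were examined, apart from realigned names and DESeq2 with a mouse left out, which were chosen after seeing the data. Where a result changed, the cause was not tested. No result was compared in pairs, since the mice of the groups share no replicate numbers.

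Limma gave 1 gene with an adjusted p-value under 0.05, which is also the 1 gene past the filter of the paper. Both counts were 1 with a pseudocount of 0.5, each library at the same total, no minimum, a minimum mean of 5 or 10, and outside X and Y. Both were 0 with a pseudocount of 0.1 (1946 genes at an unadjusted p under 0.05), quantile normalization (1765), the sex-linked covariate (1560 with listed and 1813 with realigned names) and the stromal covariate (2055 and 946). Both were 2 with edgeR and with array weights. DESeq2 gave 173 and 35 genes, respectively. Requiring a log2 fold change of 5 left 0 past the filter with limma. With DESeq2 on all mice, realigned Xist (8.72), Tsix (6.59), Gm48899 (-6.46), Dcn (6.00), Tgm1 (5.40) and Gm43024 (5.37) met this requirement. Across the 10 fits that each left out 1 mouse, the counts ranged from 0 to 135 and from 0 to 55, both highest without PBS replicate 5. Scaling to the same total moved the median log2 change of all genes from 0.04 to 0.15.

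With DESeq2, the 10 fits that each left out 1 mouse gave from 81 to 391 genes with an adjusted p-value under 0.05 and from 16 to 94 past the filter. They gave from 5 to 19 of the realigned genes of Fig. 4b, against 13 with all mice, and a log2 fold change of the realigned Dcn from 5.75 to 6.89.

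Of the genes of Fig. 4b, 0 had an adjusted p-value under 0.05 over all genes with the names as listed under every alternative run on those names (4 at an unadjusted p under 0.05 with limma) other than DESeq2 without PBS replicate 2, which gave 1. Over the list alone the count was 1 with limma, 0 with a pseudocount of 0.1, edgeR and DESeq2, 2 with the stromal covariate, 17 with the names realigned, and from 0 to 2 with a mouse left out. With the names realigned, the count over all genes was 0 with limma (17 at an unadjusted p under 0.05), 1 with edgeR, 13 with DESeq2, 1 with array weights, and from 0 to 8 with a mouse left out. Over the list alone it was 17, but 2 with the realigned stromal covariate, 13 with the realigned sex-linked covariate, 12 of 14 genes tested with a minimum mean of 5, 7 of 7 with a minimum mean of 10, 15 of 17 outside X and Y by the realigned names, and from 17 to 19 with a mouse left out.

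The log2 fold change of the row listed as Dcn was 0.27 and reversed to -0.21 with quantile normalization, where the exact permutation p was 0.587 in place of 0.468. With a mouse left out it ranged from 0.04 to 0.48, and its permutation p from 0.183 to 0.889. A minimum mean of 5 or 10 removed this row and gave no value. With the names realigned it was 3.85 and the permutation p was 0.00794, the smallest possible. DESeq2 without PBS replicate 3 and with realigned names gave 6.89. In the realigned row, DESeq2 (6.00, adjusted p = 0.000187) and array weights (4.08, adjusted p = 0.0254) passed the threshold that limma did not pass, and the adjusted p over all alternatives, DESeq2 with a mouse left out included, ranged from 8.98e-05 to 0.949. With a mouse left out the log2 fold change ranged from 3.65 to 4.23, and without PBS replicate 5 it passed the threshold (adjusted p = 0.0198). The few reads of Dcn limit this result: each OVA library has from 7 to 50.

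Among marker scores with listed names, quantile normalization reversed the stromal (-0.035), SLRP family (-0.078) and Xist (-0.016) differences. The same total reversed the plasma cell difference (0.052), and a pseudocount of 0.1 the T cell difference (-0.0018). With a mouse left out, the listed plasma cell difference ranged from -0.15 to 0.055 and the listed Xist difference from -0.11 to 0.16. With realigned names, the T cell difference reversed to 0.13 with quantile normalization and 0.11 with the same total, and the SLRP family difference to -0.030 when Dcn was left out of its list, an alternative chosen after seeing the data. With a mouse left out and realigned names, the T cell difference ranged from -0.11 to 0.072, myeloid from -0.18 to 0.43, NK cell from -0.046 to 0.51 and Th1 from -0.28 to 0.10. The Y-linked difference ranged from -2.50 to -0.30 and passed p under 0.05 without OVA replicate 9. Other realigned scores passed it too in a single setting. These were neutrophil (exact permutation p = 0.0159) and B cell (0.0397) without OVA replicate 8, and erythroid (0.0317) without OVA replicate 10. Th2 (0.0476) did so without PBS replicate 3 and regulatory T cell (0.0476) at the same total. The adjusted p of these scores in these settings was at least 0.111.

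Single realigned genes reversed with the realigned covariates. With the stromal covariate the log2 fold changes were -0.12 for Tsix, -0.13 for Gm38287, -3.68 for Gm49392 and -0.33 for Ccl4, and with the sex-linked covariate -0.44 for Gm49392 and -0.025 for Ccl4. In the rows as listed, Ccl4 reversed to -0.14 with the listed stromal covariate and ranged from -0.18 to 0.28 with a mouse left out, and Ccl5 reversed to 0.020 with the same total and ranged from -0.27 to 0.015. For the 29 realigned genes named other than Dcn, 620 values were compared: 578 kept their direction and side of the threshold, 13 were weaker, 23 stronger and 6 reversed. All 13 weaker values belong to Gm36933, the 1 gene called by limma, which kept its side of the threshold in 9 settings only.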

Differences from the paper's values

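The comparisons with realigned names and with a mouse left out of DESeq2 were chosen only after the result was seen. Folds are the ratio of the group means with the names as listed, and a negative fold is a decrease in OVA mice. The values of Fig. 4b were found to be those of the realigned rows (Other observations). A gap in a row as listed therefore reflects a row placed on another gene, not a different result for the gene named.

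The paper's folds, all in Fig. 4b and read by eye, differ for each of the 16 genes that have a fold with the names as listed. For Xist the paper's fold is about 380 in Fig. 4b, read by eye, against -1.03 here, for Dcn about 120 in Fig. 4b against 1.21, and for Tsix about 82 in Fig. 4b against 1.40. For Stx19 it is about 58 in Fig. 4b against -1.02, for Gm43088 about 56 in Fig. 4b against 1.25, and for Gm38287 about 51 in Fig. 4b against -1.30. For Gm43024 it is about 42 in Fig. 4b against 1.87, for Col6a5 about 38 in Fig. 4b against -2, and for Gm49392 about 35 in Fig. 4b against -1.08. For Arhgef15 it is about 26 in Fig. 4b against 1.18, for 9930024M15Rik about 13 in Fig. 4b against 1.11, and for Krt19 about 12 in Fig. 4b against -2.59. For Zfp987 it is about 12 in Fig. 4b against 1.37, for Gm38021 about 11 in Fig. 4b against 5.27, for Avil about -36 in Fig. 4b against 1.43, and for Gm48899 about -75 in Fig. 4b against a value that is at least 2.11-fold higher. None of the alternatives set before the data were examined that give a fold closed any of these gaps: edgeR and DESeq2 closed 0 of 15, quantile normalization and the same total 0 of 16, and each of the fits without a mouse closed 0. Gm37522, Olfm5 and Gm48673 have no fold here. In the listed rows, both groups of Gm48673 are at or under 3 reads in every library, and for Gm37522 and Olfm5 this holds for a single group, against which the mean of the other lies below the floor.

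The paper's total normalized counts, also in Fig. 4b and read by eye, differ for 16 of 19 genes. For Dcn the paper's total is about 110 in Fig. 4b, read by eye, against 36.1 here, for Tsix about 1100 in Fig. 4b against 3087, and for Stx19 about 57 in Fig. 4b against 2813. For Gm43088 it is about 54 in Fig. 4b against 28.2, for Gm38287 about 50 in Fig. 4b against 29.2, and for Gm37522 about 45 in Fig. 4b against 10.4. For Olfm5 it is about 37 in Fig. 4b against 9.54, for Col6a5 about 37 in Fig. 4b against 24.0, and for Gm49392 about 57 in Fig. 4b against 8088. For Arhgef15 it is about 43 in Fig. 4b against 8773, for Gm48673 about 67 in Fig. 4b against 8.61, and for 9930024M15Rik about 130 in Fig. 4b against 926.8. For Krt19 it is about 82 in Fig. 4b against 11.3, for Zfp987 about 160 in Fig. 4b against 3100, for Avil about 38 in Fig. 4b against 83.3, and for Gm48899 about 79 in Fig. 4b against 52.6. Quantile normalization closed the gap for Col6a5 (25.5) and the same total for Gm48899 (54.1), and neither closed another. The same total opened a gap for Gm38021, whose total was 118.6 against about 77 in Fig. 4b, read by eye.

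With the names realigned, chosen after seeing the values, 18 of 19 totals and 13 of 16 folds do not differ. Of these folds, 8 are lower bounds under the paper's value, which cannot differ, so that 5 folds were compared in full (Xist, Tsix, 9930024M15Rik, Krt19 and Zfp987). The folds of Gm38287 (1.46), Gm49392 (1.26) and Gm38021 (3.48) and the total of Gm49392 (89.4) still do. DESeq2 without PBS replicate 3 and with the names realigned was also chosen after seeing the values. With it 16 of 16 folds and 19 of 19 totals do not differ, and Dcn has a fold of 118.5 and a total of 114.3. Of the genes with a compared fold, Dcn, Stx19, Gm43088, Gm38287 and Col6a5 have 0 reads in the PBS mice that remain. The folds of these genes are thus estimates of the model and not measured ratios, and their match is one of model estimates only. In this fit all 19 genes of Fig. 4b had an adjusted p-value under 0.05 and passed the filter on the linear scale. With all 10 mice and the names realigned, DESeq2 called 13 of them, edgeR 1 and array weights 1. Limma without PBS replicate 5 called 8 with the names realigned.

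The paper gives Avil and Gm48899 as lower in OVA mice, but the rows listed under these names were higher. It gives Xist, Stx19, Gm38287, Olfm5, Col6a5, Gm49392 and Krt19 as higher, but the rows listed under these names had lower means in OVA mice. With the names realigned, all 19 genes had the direction of the figure. The paper names Dcn as a gene past its filter, which it applied to DESeq2 results. The row listed as Dcn, which was realigned to Dcst1, had a limma adjusted p of 0.89. The row realigned to Dcn had a limma adjusted p of 0.11. With DESeq2 on all 10 mice the realigned row passed the filter (log2 fold change 6.00, adjusted p = 0.000187), which was chosen after seeing the values, and the adjusted p of this row ranged from 8.98e-05 to 0.949 over the alternatives.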

Other observations

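All tests in this part were chosen only after the result was seen, apart from those of the sex of the mice and of stromal cells for Dcn.

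The row listed as Dcn did not differ between the groups. A displacement of the row names from the values was tested with an alignment that used no treatment groups. It placed the values of Dcn 5 rows from its name with a probability of 0.997. With the chance of change per row made 10 times rarer the distance was again 5 rows (probability above 0.999), and without classes made from names it was 5 rows (0.993). With this chance 10 times more frequent the most probable distance was 4 rows, with a probability of only 0.385. An alignment that finds distances in any list was tested with shuffled values, where 24.2% of the rows had a probability above 0.9, against 91.1% in the table. A mixture in which T cell genes are low was tested by the median expression percentile of the T cell genes, which was 98.9 with the names realigned and 73.5 as listed. Because this test uses the realigned names themselves, it cannot exclude such a mixture. The values of Fig. 4b bear on the names separately. With DESeq2 without PBS replicate 3, the largest difference in log2 fold change from the figure over its 19 genes was 0.0246 in the realigned rows and 9.21 in the rows as listed. The paper's values for these 19 genes, Dcn included, are thus those of the realigned rows, and for the other names the displacement rests on the alignment. In the alignment 26 names had no row of values, and 25 rows lay past the last name.

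The fold changes in Fig. 4b differ from those of DESeq2 over 10 mice. A figure made without a mouse was tested by leaving out each mouse in turn with DESeq2 and realigned names. Without PBS replicate 3 the largest difference in log2 fold change over the 19 genes was 0.0246, against at least 4.72 without any other mouse and 4.98 with all 10. Fig. 4b is therefore consistent with a comparison of 9 mice that leaves out PBS replicate 3, the smallest library. The legend gives n = 5 for the heatmap of Fig. 4a and no number of mice for Fig. 4b. The match was found by searching over the mice and is a hypothesis. Without PBS replicate 3, DESeq2 gave 161 genes with an adjusted p-value under 0.05 (123 higher in OVA mice) and 36 past the filter (31 higher and 5 lower), and Dcn was number 3 by adjusted p.

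The Dcn difference with realigned names was tested against technical explanations. The paper selected Dcn from these mice, and the p-values below are no independent test of its difference. After thinning each library to the smallest, the exact permutation p was 0.0159, so that depth alone does not account for it. With each library at the same total the exact permutation p was 0.00794, the smallest that 5 mice against 5 allow. The log2 fold change was 3.91, and with quantile normalization it was 3.64. Of the PBS libraries only replicate 3 had a read, and scaling to a total leaves 0 reads at 0. These scalings could therefore hardly have removed the separation, and they do not decide whether normalization plays a part. With the sex-linked covariate the log2 fold change was 3.36 (SE 0.96, adjusted p = 0.393, unadjusted p = 0.00378 in limma), against 3.85 without it, and 5 of 5 OVA mice lay above the highest PBS mouse. With the stromal score in the model it was 1.94 (SE 1.39, adjusted p = 0.949), and the adjusted p ranged from 8.98e-05 to 0.949 over the alternatives. Stromal cells or their RNA in the preparation may therefore be a source of the Dcn reads. Because the stromal score itself separates the groups, the model holds little information on what remains of Dcn beside it. The Dcn difference cannot be told apart from stromal RNA with these data.

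Splits of the same mice into groups of 5 were compared with the real groups, which are 1 of 126 splits and are counted among those drawn. As many of the genes of Fig. 4b had an adjusted p-value under 0.05 in 100 of 100 splits, since the real count with listed names is 0 (4 at an unadjusted p under 0.05). With DESeq2, 6 of 50 splits gave at least 173 genes with an adjusted p-value under 0.05, and 2 of 50 gave at least 35 past the filter. The groups did not overlap for 360 of 20249 genes, or 1.78% against the 0.794% that chance gives. Of the 35 genes past the filter with DESeq2, 13 are in Fig. 4b with the names realigned. The others, chosen after their values were seen, include Ltf (log2 fold change 4.27), Ngp (4.04), Cr2 (4.15) and Fcer2a (3.69), and Ighm fell by 2.47.

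Of the 14 marker lists with realigned names, 0 had an adjusted p-value under 0.05, but a single list at the smallest possible p gets an adjusted p of 0.111 and could not have passed. Without adjustment the stromal, plasma cell and SLRP family scores had an exact permutation p under 0.05. The plasma cell score fell by 0.72 (exact permutation p = 0.0476, adjusted p = 0.222 over the 14 lists), with 2 of 5 OVA mice below the lowest PBS mouse. At the same total the plasma cell p was 0.0714 by this test. The SLRP family score, which includes Dcn, rose by 0.52 (p = 0.0476 by the same exact test, adjusted p = 0.222), with 1 of 5 OVA mice above the highest PBS mouse. Without Dcn the difference of the other 6 genes was -0.030 (exact permutation p = 0.921), so that the rise of the score came from Dcn. The exact permutation p of the score with Dcn was 0.0556 with a pseudocount of 0.1 and 0.230 with quantile normalization. With a mouse left out, the exact p ranged from 0.00794 to 0.0952 for the plasma cell score and from 0.0159 to 0.111 for the SLRP family score, and the stromal p was at most 0.0159. Neutrophil genes were higher by 2.29 (exact permutation p = 0.127), with 4 of 5 OVA mice above the highest PBS mouse. With a mouse left out the neutrophil difference ranged from 1.45 to 3.31 and its exact p from 0.0159 to 0.254. The largest difference and the smallest p were those without OVA replicate 8 (adjusted p = 0.111).

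With the names as listed, 0 of the 14 lists had an adjusted p-value under 0.05, and the endothelial and neutrophil lists had an unadjusted p under 0.05. The endothelial score rose by 0.38 (exact permutation p = 0.0159, adjusted p = 0.222), with 4 of 5 OVA mice above the highest PBS mouse. The neutrophil score fell by 0.32 (exact permutation p = 0.0317, adjusted p = 0.222), with 3 of 5 OVA mice below the lowest PBS mouse.

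Among other genes the paper names, realigned Ccl4 had 165 ± 14.5 normalized counts (SD) in PBS mice and 233.9 ± 65.7 (SD) in OVA mice (log2 fold change 0.46, limma adjusted p = 0.464). Its direction reversed with both realigned covariates. Realigned Ccl5 had 20323 ± 5951 (SD) and 16072 ± 1823 (SD) normalized counts (log2 fold change -0.28, limma adjusted p = 0.689). The paper reports reduced Ccl5 for optic nerves and for microglia, and these values of spleen T cells do not bear on it. Il4, placed with a probability of 0.762, had 20.1 ± 9.70 (SD) and 27.3 ± 7.61 (SD) (0.49, limma adjusted p = 0.716). Realigned Tgfb1 had 46.1 ± 8.76 (SD) and 81.0 ± 27.1 (SD) (0.77, limma adjusted p = 0.365), and its groups did not overlap. In the rows listed under these names, the log2 fold changes were 0.073 for Ccl4, -0.093 for Ccl5, -0.17 for Il4 and -0.21 for Tgfb1, with limma adjusted p-values from 0.816 to 0.966. The genes Bgn, Il3 and Il5 were not analysed here.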
